A study of Mus musculus with 24 samples.

How the data were processed

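The series holds 24 samples of chromatin immunoprecipitation with sequencing (ChIP-seq) from v-Abl transformed mouse pro-B cell lines that lack RAG2 and carry an Eμ-Bcl2 transgene. Of these, 16 are immunoprecipitated libraries with a peak list each, and the other 8 are input libraries, which were not used here. The antibodies were against Rad21, a subunit of the cohesin ring, and against CTCF, a DNA-binding protein at which cohesin accumulates. All cells received STI-571, an Abl kinase inhibitor, at 3 µM for 4 days. Degron lines carry Rad21 or CTCF fused to a tag that directs the protein to degradation when the auxin IAA is added, here at 500 µM, with 6 h of IAA before the STI-571 step.

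Each list is a broadPeak file for a single library, with replicates not pooled. Per the labels, reads were aligned to a hybrid of the mouse build mm9 and a further sequence entry. The peak caller, its version, its threshold and the use of the inputs are not stated in the labels. In the deposited lists, column 7 is a fold enrichment (a linear ratio), columns 8 and 9 are -log10 of the p-value and of the q-value, and column 5 is a whole-number score that follows column 9. The authors' fold enrichment was used to rank and filter peaks within the list it came from and to describe lists by their median. For named sites it was averaged over the control lists of the group. It was not tested between groups. Peak lists carry no read counts, so the depth of every library is unknown, and no counting interval is given for any value.

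In 8 of the 16 lists, those whose titles name a spike-in of HCT116 cells (a human colorectal carcinoma line), part of the peaks lie on contigs named for the human build hg19. The 6 CTCF lists and replicate 1 of each Rad21 group in the parental and CTCF-degron lines hold none. The alternatives had been listed with all contigs of a list as the main setting. Once the human contigs were seen, the main setting became the mouse chromosomes alone, and all contigs together became an alternative. Peak names carry short library codes whose meaning the labels do not give.

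Peak number and the merged length covered by peaks were computed per library. A site is a union of overlapping control peaks, and a control site is one that a peak of every control library overlaps. A control site counted as kept in a library when a peak of that library overlapped it by at least 1 bp. The baseline for each control library is its percent of the sites found in every other control library. A lost site has a peak in every control library and none in a depleted library, and a gained site the reverse. CTCF sites are the control sites of the 3 parental CTCF libraries. For each comparison, the rule for named sites took the 2 lost and the 2 kept sites with the highest mean percentile rank of fold enrichment in the control lists, on the main nuclear chromosomes.

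Groups were compared with exact two-sided permutation tests of the difference between group means of log2 values, or of percents, with the library as the unit. Differences within libraries used an exact sign-flip permutation test. Percents of sites kept were not tested against the controls, because the sites were chosen on those controls. These tests and the alternatives listed for them (a q-value of 0.001 or less, a fold enrichment of 4 or more, autosomes and X only, peaks within 1000 bp joined, at least 50% of a site covered, every list shortened to the shortest by fold enrichment, sites of at least 1 control library, each library left out, a replicate block, and spike-in libraries alone) were fixed before the data were examined. Added after the human contigs were seen were both genomes together, lists shortened at equal numbers of human peaks after ranking by -log10 p, and means over quartiles of control rank, for quartiles with at least 30 sites of each class. The grouping of Rad21 sites by control rank and by the CTCF peaks left after depletion was also chosen after the main values were seen.

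Peak ends were compared with the chromosome lengths of the reference NCBIM37 (mm9). On every chromosome but 12 they lay within the reference. On chromosome 12 the highest end was 121611197 against a reference length of 121257530. Accordingly the region around the immunoglobulin heavy-chain locus (Igh) was taken as the fixed window from 110000000 to 120000000 on chromosome 12 of the hybrid, and sequence and annotation checks left out chromosome 12. Exceptions are the naming of sites before that window and the motif shares given for chromosome 12. A core CTCF motif search was checked on the CTCF sites: 18.9% of the 32178 sites on the other autosomes and X carried CCASYAGRKGGC (in ambiguity codes, either strand), against 0.771% of sequence 5 kb away. On chromosome 12, the share was 19.3% of 1090 sites before the window and 8.31% of 397 sites inside it. Genes and transcript starts come from GENCODE vM1. A peak centre counted as multi-copy when its central 31 bp occurred more than once in the reference on either strand.

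Replicate lists shared at most 0.434% of identical peak intervals, so none was a duplicate. The overlap code was tested on simulated lists for each of the 3 comparisons: all 200 planted lost sites among 20000 were recovered (100%). Every simulated control list had a peak at every site, so this checks the code and not detection in these data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.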

Results

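The series addresses how cohesin and CTCF act in V(D)J recombination, and the peak lists compare cells with and without induced loss of Rad21 or CTCF. The 16 libraries fall into 6 groups. Rad21 ChIP of the Rad21-degron line has 2 libraries without IAA and 2 with IAA. CTCF ChIP has 3 libraries of the parental line without IAA and 3 of the CTCF-degron line with IAA, and Rad21 ChIP has the same groups with 3 libraries each. For the CTCF degron, line and IAA therefore change together between the groups. The lists hold from 6865 to 67810 peaks, and from 1384 to 67810 on mouse chromosomes. Median mouse peak width ranged from 162 to 440 bp, and the authors' median fold enrichment from 4.36 to 5.45. In the 8 spike-in libraries, 319 to 14878 peaks lay on human contigs.

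**Figure D1:**
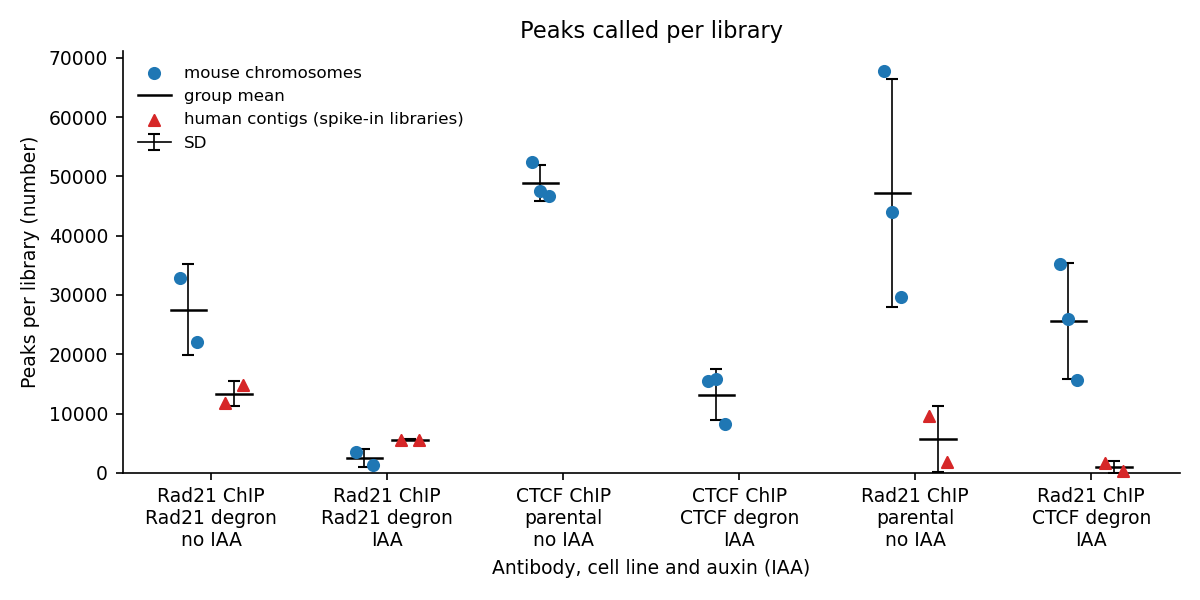
Number of peaks per library (y axis) by antibody, line and IAA (x axis), with circles for mouse chromosomes, triangles for human contigs, horizontal lines for group means and error bars for the SD. The IAA libraries of the Rad21-degron line hold 3588 and 1384 mouse peaks, below the 32913 and 22085 without IAA.

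Whether IAA removed Rad21 from chromatin was examined first, in the Rad21-degron line. Mouse peaks numbered 27499 ± 7657 (SD, n = 2) without IAA and 2486 ± 1558 (SD, n = 2) with IAA, a log2 change of -3.60. That is 12.1-fold fewer peaks, and the groups did not overlap. The exact two-sided permutation test gave p = 0.333, the smallest p that 2 against 2 libraries allow. Counting mouse and human peaks together moved this change most, to -2.36. Covered length went from 7.76 ± 2.92 Mb (SD, n = 2) to 0.866 ± 0.342 Mb (SD, n = 2), a log2 change of -3.17 (exact permutation p = 0.333), with mean peak widths of 278 ± 28.9 bp and 380 ± 100.3 bp (SD, n = 2 each). Shortening the lists at equal numbers of human peaks moved the change in length to -2.47.

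Both Rad21-degron libraries without IAA shared 18740 sites. Of these, 5.04% ± 2.84 (SD, n = 2) were kept with IAA, against a baseline of 72.0% ± 20.8 (SD, n = 2) when each control library was set against the other. The percent kept moved most, to 19.8%, when human sites were counted too. Across the 4 libraries, 17355 sites were lost, 197 were gained and 444 had a peak in every library. The number lost is 752 when every list is shortened to the shortest, and 30574 without replicate 2 of the libraries lacking IAA. Without replicate 2 of the IAA libraries, the number gained was 1321.

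By the rule fixed in advance, the lost sites named for Rad21 depletion were on chromosome 10 from 79387723 to 79388642 (mm9), intergenic and 1146 bp from Arid3a, and on chromosome 3 from 145840616 to 145841467, in an intron of Mcoln2. Their fold enrichment in the controls was 16.6 ± 0.158 and 16.5 ± 2.10 (SD, n = 2 each). The kept sites were on chromosome 2 from 98506389 to 98507504, overlapping an exon of Gm10800, and on chromosome 12 from 3109862 to 3110128, 22821 bp from Gm9075. These had control fold enrichments of 12890 ± 2162 and 3678 ± 740 (SD, n = 2 each). The rule picked overlapping intervals as the kept sites of all 3 comparisons, and the central sequence of these peaks occurred at least 2 times in the reference.

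CTCF ChIP was used to examine the loss of CTCF itself. These lists hold no human peaks, so lower sensitivity of the CTCF-degron libraries could not be checked. It stays open as part of the change. The lowest fold enrichment in a list was 3.94 to 4.06 in CTCF-degron libraries and 3.31 to 3.54 in parental libraries. Mouse peaks numbered 48857 ± 3064 (SD, n = 3) in parental cells and 13160 ± 4284 (SD, n = 3) in CTCF-degron cells with IAA, a log2 change of -1.95, or 3.87-fold fewer. The groups did not overlap (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 libraries allow). Covered length went from 18.3 ± 0.877 Mb to 4.06 ± 1.43 Mb (SD, n = 3 each), a log2 change of -2.25 (exact permutation p = 0.1), with mean widths of 376 ± 13.99 bp and 306 ± 13.1 bp (SD, n = 3 each). Of 33715 parental CTCF sites, 20.4% ± 5.76 (SD, n = 3) were kept, against a parental baseline of 92.5% ± 0.652 (SD, n = 3). The lost sites numbered 24187, the gained sites 212, and 4389 sites had a peak in all 6 libraries. Without replicate 3 of the CTCF-degron libraries, 870 sites were gained.

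The strongest lost CTCF sites were both on chromosome 2. The first, from 26502082 to 26503063, was intergenic at 618 bp from 5730588L14Rik, with a parental fold enrichment of 22.8 ± 6.85 (SD, n = 3). The other, from 32767702 to 32768698, overlapped an exon of Fam129b, with 20.6 ± 2.52 (SD, n = 3). At the kept sites on chromosomes 2 and 12, parental fold enrichments were 32787 ± 4323 and 9713 ± 958 (SD, n = 3 each).

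**Figure D2:**
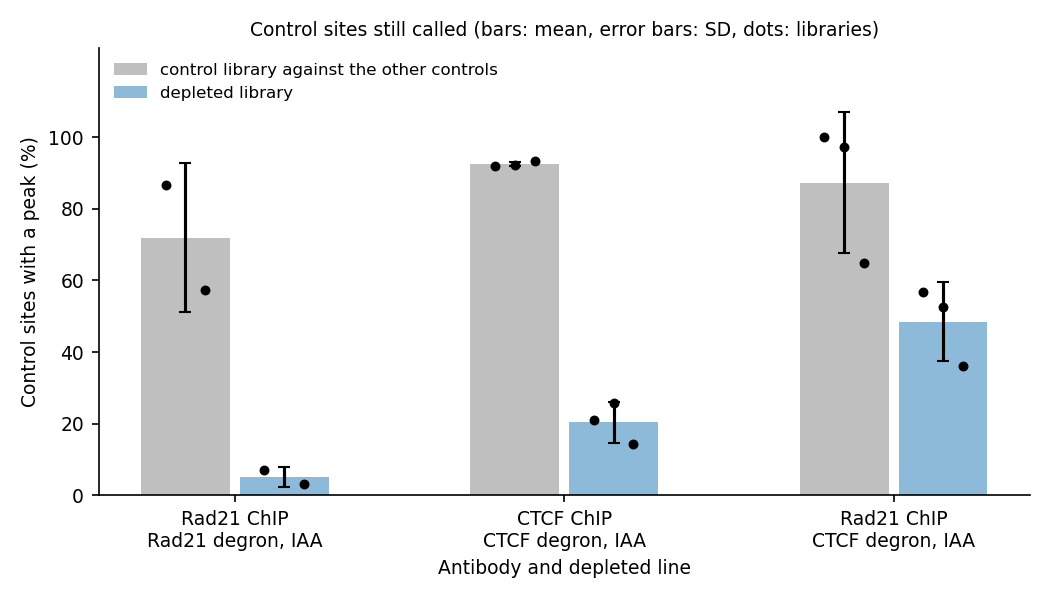
Percent of control sites with a peak (y axis) for each antibody and depleted line (x axis), with grey bars for control libraries set against the other controls, blue bars for depleted libraries, error bars for the SD and dots for libraries. Means of 5.04%, 20.4% and 48.5% in depleted libraries stand beside baselines of 72.0%, 92.5% and 87.4%.

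Rad21 ChIP in the same lines showed how much of the Rad21 pattern stayed when CTCF was depleted. Mouse peaks numbered 47153 ± 19247 (SD, n = 3) in parental and 25621 ± 9771 (SD, n = 3) in CTCF-degron libraries, a log2 change of -0.88, or 1.83-fold fewer. The groups overlapped, and the difference was not past the threshold (exact two-sided permutation test, p = 0.2; smallest possible 0.1), while each CTCF-degron library had fewer peaks than the parental library of the same number. The spike-in libraries alone gave -0.84, and the pair of replicate 1 libraries, without spike-in, -0.94. Shortening the lists at equal numbers of human peaks left a change of -0.19 between overlapping groups of 2 spike-in libraries each (exact permutation p = 1). The pairs then went opposite ways, from 14261 to 8992 mouse peaks in replicate 2 and from 12938 to 15690 in replicate 3. Covered length was 23.5 ± 15.8 Mb and 11.99 ± 7.18 Mb (SD, n = 3 each), a log2 change of -0.96 (exact permutation p = 0.5), with mean widths of 463 ± 128 bp and 438 ± 117 bp (SD, n = 3 each). It was -0.89 in spike-in libraries alone, and -0.42 without replicate 3 of the CTCF-degron libraries.

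Of 25027 parental Rad21 sites, 48.5% ± 10.97 (SD, n = 3) were kept in CTCF-degron cells, against a baseline of 87.4% ± 19.6 (SD, n = 3). The baseline was lowest for parental replicate 3, at 64.8%. A total of 10377 sites were lost and 163 gained, and 8913 had a peak in all 6 libraries. Without parental replicate 3 the number lost was 18196, and without parental replicate 1 the number gained was 1258. The lost sites named by the rule were on chromosome 11 from 100754477 to 100755383, overlapping an exon of Stat3, and on chromosome 2 from 14216511 to 14217661, overlapping an exon of Mrc1. Parental fold enrichments there were 28.7 ± 11.5 and 26.8 ± 9.67 (SD, n = 3 each). At the kept sites on chromosomes 2 and 12 they were 19436 ± 12949 and 5577 ± 3198 (SD, n = 3 each).

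The next comparison asked where the remaining Rad21 peaks lie relative to CTCF. In parental libraries, 61.0% ± 12.99 (SD, n = 3) of Rad21 peaks overlapped 1 of the 33715 parental CTCF sites, and in CTCF-degron libraries 44.8% ± 6.20 (SD, n = 3). The difference of -16.3 percentage points had an exact two-sided permutation p of 0.2. It was -20.1 points in spike-in libraries alone, while in the replicate 1 pair the percents were 46.9% and 38.2%. Shortening every list to the shortest moved the difference most, to -42.1 points, and it was smallest, at -8.94 points, for CTCF sites found in at least 1 parental library. Rad21 peaks at CTCF sites numbered 27120 ± 5195 in parental and 11070 ± 2842 in CTCF-degron libraries (SD, n = 3 each; log2 change -1.31, exact permutation p = 0.1). Peaks away from CTCF sites numbered 20033 ± 14366 and 14551 ± 7014 (SD, n = 3 each; log2 change -0.32, exact permutation p = 0.7). They went from 36017 to 21773 in replicate 1, without spike-in. In the spike-in pairs they changed less, from 15884 to 14115 and from 8198 to 7766.

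Among the parental Rad21 sites, 20196 overlapped a CTCF site and 4831 did not. The former were kept at 42.4% ± 9.36 and the latter at 73.7% ± 17.7 (SD, n = 3 each). The difference was -31.2 ± 8.41 percentage points (SD, n = 3), negative in each library (exact sign-flip permutation p = 0.25, the smallest that 3 libraries allow). In the parental baseline the order was the opposite, with 91.5% ± 13.9 at and 77.2% ± 31.8 away from CTCF sites (SD, n = 3 each). Taking sites of at least 1 parental library reversed the difference, to 17.0 points, and leaving out parental replicate 3 gave -18.8 points. Sites at CTCF ranked higher in the controls, with a median percentile rank of 74.2 against 41.3. Within quartiles of that rank, the difference was -25.7 ± 10.4 points in the weakest quartile, -50.0 ± 3.17 in the second and -56.1 ± 3.95 in the third (SD, n = 3 each). The strongest quartile held only 3 sites away from CTCF.

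Rad21 sites at CTCF sites were also grouped by the CTCF peaks that remained in CTCF-degron cells. Where CTCF was called in all 3 of those CTCF libraries, Rad21 was kept at 92.9% ± 9.99 of sites in the weakest quartile of control rank and at 99.4% ± 0.909 in the strongest (SD, n = 3 each). Where CTCF was called in none, the percents were 16.4% ± 8.10 and 19.8% ± 11.9 (SD, n = 3 each).

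**Figure D3:**
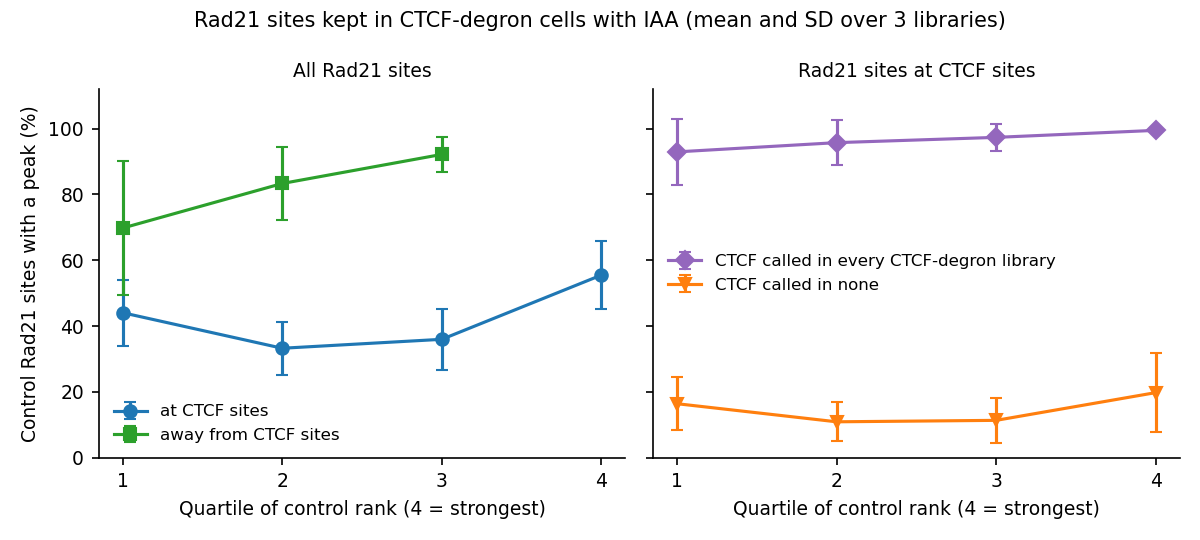
Percent of parental Rad21 sites with a Rad21 peak in CTCF-degron cells with IAA (y axis) by quartile of control rank (x axis, 4 strongest), mean and SD over 3 libraries. Left, sites at CTCF sites (circles) and away from them (squares, 3 quartiles); right, sites at CTCF sites with CTCF still called in every CTCF-degron library (diamonds, 92.9% or more) or in none (triangles, at most 19.8%).

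The changes in peak number were compared with each other through the log2 ratios of same-numbered libraries. After CTCF depletion the log2 ratio of CTCF peaks minus that of Rad21 peaks was -1.08, from means of -1.95 ± 0.49 and -0.88 ± 0.10 (SD, n = 3 each; exact two-sided permutation p = 0.1). A fold enrichment of 4 or more reduced this difference most, to -0.68. For Rad21 ChIP, the change after Rad21 depletion differed from that after CTCF depletion by -2.72 (exact permutation p = 0.1, n = 2 and 3). With a q-value of 0.001 or less it was -2.09. Both p values are the smallest that these numbers of libraries allow. Differences in sensitivity between libraries were not separated from either value.

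Without IAA, the Rad21-degron line gave fewer Rad21 peaks than the parental line, with a log2 change of -0.73 (exact two-sided permutation p = 0.3, n = 3 and 2; smallest possible 0.1), and the groups overlapped. This change was -0.42 in spike-in libraries alone, which is also the value without parental replicate 1. Shortening the lists at equal numbers of human peaks moved it most, to -1.79.

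In the chromosome 12 window that contains Igh, Rad21 peaks numbered 372 ± 67.9 in Rad21-degron libraries without IAA and 49.0 ± 12.7 with IAA (SD, n = 2 each). CTCF peaks there numbered 671 ± 42.0 in parental and 298 ± 38.0 in CTCF-degron libraries, and Rad21 peaks 535 ± 236 and 429 ± 117 (SD, n = 3 each). Of the control sites in the window, 10.96% ± 3.66 of 251 Rad21 sites were kept after Rad21 depletion (SD, n = 2). After CTCF depletion, 36.7% ± 5.42 of 397 CTCF sites and 57.5% ± 10.6 of 265 Rad21 sites were kept (SD, n = 3 each). Coordinates in this window are those of the hybrid sequence, so its sites are not assigned to genes here.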

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

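The test on the amount of human chromatin, and the test on sites that need Rad21, were chosen after the results they concern were seen. Human spike-in cells carry no degron, and their peaks enter the comparisons only in the alternatives that use human contigs, yet their number was lower in the IAA libraries of both Rad21 comparisons.

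In the Rad21-degron line, human peaks changed by a mean log2 of -1.26 ± 0.25 (SD, n = 2 same-numbered pairs), or 2.12-fold and 2.71-fold fewer with IAA, while mouse peaks were 9.17-fold and 16.0-fold fewer. Lower sensitivity of the IAA libraries might therefore account for part of the loss of mouse sites. As the whole cause it would keep mouse and human sites of like rank at the same percent. Instead, human sites were kept 51.4 ± 1.27 percentage points more often than mouse sites of the same joint rank quartile (mean over quartiles, SD, n = 2). Human sites were kept at 23.9% ± 1.06 in the weakest and 91.1% ± 3.20 in the strongest quartile, and mouse sites at 7.65% ± 5.16 and 2.75% ± 1.09 (SD, n = 2 each). The order of the mouse quartiles is the reverse of what a loss of weak peaks gives, and it holds in both libraries. A smaller amount of human chromatin in the IAA libraries cannot be told apart from lower sensitivity for the human change of -1.26, because the human share of the input reads was not used here. A larger human share of the reads with IAA would raise the percent of human sites kept, and was likewise not measured here, but it would not reverse the order of the mouse quartiles. Removal of Rad21 by IAA, which the design names, stays open as the biological explanation for the mouse loss.

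In the parental and CTCF-degron lines, the human change was -2.49 ± 0.05 (SD, n = 2 pairs), or 5.76-fold and 5.48-fold fewer, and mouse peaks in the same libraries changed by -0.84 ± 0.11. Human peak numbers also differed between the parental replicates, at 9640 and 1748. The CTCF-degron libraries could have been less sensitive, and the overlapping groups of Rad21 peak numbers do not settle how much of the mouse change of -0.88 this gives. Averaged over joint rank quartiles, human sites were kept 8.99 ± 12.3 percentage points more often than mouse sites (0.293 and 17.7 in the 2 libraries, SD). The quartiles went both ways. Human and mouse sites were kept at 16.6% ± 22.5 and 48.1% ± 16.3 in the weakest quartile, and at 32.1% ± 36.8 and 41.6% ± 10.6 in the second. In the third the means were 62.3% ± 37.5 and 33.99% ± 9.32, and in the strongest 99.4% ± 0.873 and 50.6% ± 12.2 (SD, n = 2 each). Outside the strongest quartile the human means thus rest on 2 libraries that differ widely, with 32.5% and 0.682% in the weakest. The 2 stronger quartiles held 151 and 81 human sites, against 733 and 478 in the weaker. Over all sites, human sites were kept less often in both libraries, at a mean of 31.2% against 43.5%. This comparison therefore leaves lower sensitivity open as part of the mouse change. As the whole cause, lower sensitivity predicts equal percents kept at and away from CTCF sites of equal rank. The matched difference was -44.0 ± 3.18 percentage points (mean over 3 quartiles, SD, n = 3). Mouse sites in the strongest joint rank quartile were kept 2.48 ± 4.17 points more often than in the weakest, against 82.8 ± 21.6 points for human sites (SD, n = 2 each). Lower sensitivity together with background peaks that need no Rad21 would leave no difference among sites that need Rad21, taken as those called in both Rad21-degron libraries without IAA and in neither with IAA. There, the difference was still -44.1 ± 1.93 points over the 3 quartiles with enough sites (SD, n = 3), from -62.5 to -13.96 in single libraries and quartiles. Absence with IAA is a weaker sign of need for Rad21 at weak peaks, which lower sensitivity also removes. A smaller amount of human chromatin, again without the input reads, cannot be told apart from lower sensitivity for the human change of -2.49. Loss of CTCF stays open for the mouse sites and is confounded here with the line.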

How the results depend on the processing

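The alternatives that use human contigs or quartiles of control rank were chosen after the results were seen, and the others before. Of 230 recalculations, 21 could not differ or repeated another: 7 with a replicate block, 2 that added human contigs where a control library has none, 11 that left out the other library of a pair already left out, and 1 without parental replicate 1 that equals the spike-in libraries alone. Of the remaining 209, 132 concern tested results, and 131 of those kept the direction. No design here with all its libraries can reach 0.05, so the p values say nothing about stability. The other 77 concern sites kept or lost, and 59 of those stayed within the spread between libraries or within 1.5 times the number lost. The changes in peak number and covered length, the differences between changes and the difference in Rad21 peaks at CTCF sites kept their direction under every alternative. For the change in Rad21 peaks after CTCF depletion the values ran from -1.62 (q-value of 0.001 or less) to -0.19 (lists shortened at equal numbers of human peaks). In the latter the group mean fell, but the replicate 3 pair rose.

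The 1 reversal was in Rad21 sites kept at CTCF sites minus away from them, which went from -31.2 to 17.0 percentage points when sites of at least 1 parental library were used. Sites away from CTCF then numbered 23146 in place of 4831, and most of those were not found in every parental library. In the parental baseline, too, sites away from CTCF were found less often, at 77.2% against 91.5%. All other alternatives gave from -51.9 to -17.2 points. The lowest rests on 72 sites away from CTCF.

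With a q-value of 0.001 or less, the percent of sites kept was 2.14% for Rad21 depletion, 14.4% for CTCF and 32.8% for Rad21 after CTCF depletion, and 7927 sites were lost after Rad21 depletion. Requiring 50% of a site to be covered gave 6.22% kept for CTCF and 21.0% for Rad21 after CTCF depletion, with 4564 Rad21 sites lost. When every list was shortened to the shortest, 39.6% of CTCF sites were kept, and the lost sites numbered 752 (Rad21 depletion), 2798 (CTCF) and 6226 (Rad21 after CTCF depletion), with 544, 1786 and 4058 gained. The shortened lists have fewer control sites, 803, 5674 and 11772 in place of 18740, 33715 and 25027, and the first 2 are below the lost sites of the full lists. Sites of at least 1 control library gave 29.8% kept for Rad21 after CTCF depletion. Human and mouse sites together gave 19.8% kept after Rad21 depletion, since human sites were kept more often. Lists shortened at equal numbers of human peaks gave 8140 lost sites after Rad21 depletion, and after CTCF depletion 36.0% of Rad21 sites kept, with 6452 lost and 3111 gained. A fold enrichment of 4 or more raised the gained sites to 297, 1107 and 705. For the percents kept, the gained sites, the lost Rad21 sites after CTCF depletion in shortened lists, and the lost sites under the q-value, coverage and human-peak alternatives, the cause was not tested, apart from the human sites just named.

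Leaving out each library in turn gave from 17420 to 30574 lost sites after Rad21 depletion, the highest without replicate 2 of the libraries lacking IAA, and from 10406 to 18196 lost Rad21 sites after CTCF depletion, the highest without parental replicate 3. Both of these have the fewest peaks of their group. In the other 107 such recalculations, repeats included, tested results kept their direction. Percents of sites kept stayed within the spread between libraries, and numbers of lost sites within 1.5 times. Keeping the direction did not always mean a small shift. Without parental replicate 3, Rad21 sites kept at minus away from CTCF went from -31.2 to -18.8 points, a shift larger than the SD of 8.41. Gained sites were less stable: they numbered 236 to 1321 after Rad21 depletion (highest without IAA replicate 2), 276 to 870 for CTCF (highest without CTCF-degron replicate 3) and 164 to 1258 for Rad21 after CTCF depletion (highest without parental replicate 1), in place of 197, 212 and 163.

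Correlations of the deviations of same-numbered libraries over sites ran from -0.116 to 0.053. With 2 pairs, centring makes the correlations of same-numbered and of other-numbered libraries equal in size and opposite in sign. For Rad21 depletion, at -0.031 and 0.031, they are therefore not separate values. Rad21 peak numbers in the parental and CTCF-degron lines did follow the replicate number: the log2 changes were -0.94, -0.76 and -0.92 in the 3 pairs (SD 0.10), against SDs of 0.60 and 0.59 within the groups. Only replicate 1 there lacks the spike-in. The input titles also set it apart: in each line replicate 1 has its own input, and replicates 2 and 3 share a single input. Nothing else in the labels ties the pairs together. With the replicate number as a block, the exact sign-flip permutation test gave unchanged log2 changes in peak number of -3.60 (p = 0.5), -1.95 (p = 0.25) and -0.88 (p = 0.25), in covered length of -3.17, -2.25 and -0.96, and a paired difference of -16.3 points in Rad21 peaks at CTCF sites (p = 0.25). Each p is the smallest the pairs allow. Because depth is unknown, a site without a peak is a site not called, and the lists cannot show how much signal it kept.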

Other observations

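Chosen after the results were seen were the tests on multi-copy peaks inside and outside the densest bins, with the matching comparison of CTCF overlap, on CTCF left at Rad21 sites, on background and Rad21 dependence of kept sites away from CTCF, on promoters as the whole cause, on finer rank bins and the weaker quartiles of CTCF sites, and on the chromosome 12 window. The other tests were set down before their results were computed.

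The peaks left after Rad21 depletion were clustered. The densest 27 of 2652 bins of 1 Mb held 29.9% and 58.5% of the peaks in the IAA libraries, against 6.10% and 7.00% without IAA. Multi-copy sequence is a candidate explanation for part of it. With IAA, 79.3% ± 0.0883 of peak centres in the densest bins were multi-copy against 20.5% ± 13.2 of the others (SD, n = 2 each), a difference of 58.9 ± 13.3 percentage points. Without IAA this difference was 20.8 ± 0.427 points (SD, n = 2). Among peaks with a single-copy centre, the densest 27 bins still held 12.4% and 33.3% with IAA, against 5.42% and 6.04% without, though shorter lists raise this percent. Background that any antibody picks up cannot be told apart from other sources of the clustering by overlap with CTCF peaks. Of left-over peaks in the densest bins, 97.5% ± 0.708 overlapped a CTCF peak of CTCF-degron cells with IAA, against 60.9% ± 4.74 of the peaks in the densest bins without IAA (SD, n = 2 each). But 89.3% ± 3.11 of the left-over peaks outside these bins overlapped one too, against 37.5% ± 2.31 without IAA (SD, n = 2 each), so the overlap marks nearly all left-over peaks and not the dense bins. No biological explanation was tested for these bins.

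CTCF sites still called after CTCF depletion were most frequent at both ends of the control ranking, with 22.4% ± 5.46 kept in the weakest quartile, 10.1% ± 2.60 in the second, 10.0% ± 5.15 in the third and 38.9% ± 11.4 in the strongest (SD, n = 3 each). In the strongest quartile, 31.9% of 2167 sites kept in every library carried the core motif, against 27.1% of 3847 sites lost in every library. The difference of 4.85 points (3.28 ± 1.71 when computed per library, and 4.53 ± 1.74 within 10 finer rank bins, SD, n = 3 each) argues against background at open or multi-copy regions as the whole cause in that quartile. Multi-copy centres were still more frequent in its kept sites, at 7.38% against 3.41%, so background stays open for a part of them. In the third quartile the motif was rarer in kept sites, at 17.8% against 25.3%, with multi-copy centres at 22.0% against 4.70%. Over all quartiles together the difference in motif was -0.19 points. In the 2 weaker quartiles the motif was rarer in kept sites, at 0.375% and 2.29% against 9.50% and 15.9% in lost sites, a mean difference of -11.4 points. Multi-copy centres there made up 43.6% and 56.0% of kept against 16.0% and 9.15% of lost sites, so background could explain the sites still called in these quartiles. Residual CTCF stays open for the strongest quartile and is untested.

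CTCF left at a site may hold Rad21 there, as a hypothesis. Among Rad21 sites at CTCF sites, those where CTCF was called in every CTCF-degron library were kept 81.7 ± 3.06 percentage points more often than those where it was called in none (mean over rank quartiles, SD, n = 3). The difference was positive in each quartile and library, from 71.5 to 92.2 points. Both antibodies could also pick up the same background. The motif and copy number of the weaker CTCF sites leave background possible there, but they concern CTCF sites alone. The test therefore leaves shared background open, and not only for those sites. Away from CTCF sites, 76.4% of Rad21 sites kept in every library had a CTCF peak in at least 1 CTCF-degron library. Among those kept in none it was 1.25%. The association is thus not confined to CTCF sites.

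Among Rad21 sites of every parental library, those away from CTCF sites were kept more often than those at CTCF sites. The strength of the control peak, taken as its rank of fold enrichment, does not account for it. In the third quartile, the strongest with enough sites of both classes, the difference was -56.1 percentage points. Over all quartiles it was -17.5 points when 50% of a site had to be covered. It reversed, to 17.0 points, for sites of at least 1 parental library. Site width was not matched. Sites away from CTCF may still have a CTCF peak in some parental libraries. Promoters do not account for the whole difference either: it was -30.3 ± 10.9 points among sites not within 1 kb of an annotated transcript start, and -17.7 ± 4.03 among sites within it (SD, n = 3 each). Among sites away from CTCF, those within 1 kb of a start were kept 22.1 ± 6.21 points more often than the others (SD, n = 3), and the difference was positive in each library in all 3 quartiles with at least 30 sites of each kind. Promoter-proximal sites were also kept more often at CTCF sites, 69.3% ± 10.2 against 34.6% ± 9.11 (SD, n = 3 each), so the association is not confined to sites away from CTCF. Background seen with any antibody may explain part of the kept sites. Of the 2552 sites away from CTCF and kept in every library, 76.4% had a CTCF peak in at least 1 CTCF-degron library, against 1.25% of the 559 kept in none. At CTCF sites the percents were 90.8% of 6336 and 0.723% of 9818. The overlap thus marks kept sites of both classes and cannot by itself single out background away from CTCF. Single CTCF-degron libraries differed widely, with a CTCF peak at 48.7% ± 24.5 of the kept sites away from CTCF (SD, n = 3), from 21.3% to 68.4%. If the human share of the reads is unchanged, signal that does not need Rad21 would survive Rad21 depletion like human sites of equal rank. Of the sites called in both Rad21-degron libraries without IAA, 1243 overlapped a kept site away from CTCF. With IAA 8.49% ± 8.13 of these were called, against 39.4% ± 0.948 of rank-matched human sites, a difference of -30.9 ± 7.19 points (SD, n = 2 each). A larger human share of the reads with IAA would raise the human percent, and was not measured here. The difference therefore cannot exclude signal that does not need Rad21. Kept sites without a matching site in both of those libraries did not enter. Cohesin that does not depend on CTCF stays open as the biological explanation, and the change of line is confounded with it.

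In the chromosome 12 window, sites were kept more often than on other chromosomes in all 3 comparisons, by 5.95 ± 0.840 points for Rad21 depletion (SD, n = 2), 16.4 ± 0.827 for CTCF and 9.03 ± 1.199 for Rad21 after CTCF depletion (SD, n = 3 each). Among windows of 10 Mb with at least 50 sites on the other chromosomes, 8 of 162, 7 of 218 and 10 of 179 were as high. Strength of the control peak was tested as a possible explanation. Within rank quartiles, the difference remained at a mean of 8.74 points over the 8 depleted libraries and was positive in each, which argues against strength as the cause. Multi-copy sequence of the hybrid in this window was not analysed here, and no biological explanation was tested.

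The number of sites that changed was compared with other splits of the libraries. For CTCF ChIP, 1 of the 10 splits of the 6 libraries, the real split, gave as many changed sites, with 24399 against at most 623 in the others. For Rad21 ChIP after CTCF depletion it was again 1 of 10, with 10540 against at most 1945. With 10 splits the share of such splits is never under 0.1.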
